A study of Sulfolobus acidocaldarius with 6 samples. Its data were reported in "YtrASa, a GntR-Family Transcription Factor, Represses Two Genetic Loci Encoding Membrane Proteins in Sulfolobus acidocaldarius" (2019).

How the data were processed

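ChIP-seq was carried out on Sulfolobus acidocaldarius SK-1 with polyclonal rabbit antibodies against YtrASa. Per the labels, the growth medium was Brock medium containing sucrose (0.2%) and NZ amine (0.1%). There were 3 enriched and 3 mock samples. The study describes triplicate cultures and a mock preparation without the specific antibody, whereas the labels list the antibody for the mock samples as well; the samples were grouped by their titles. Whether an enriched and a mock sample of the same number share a culture is not given in the sources used here, although the study's folds per replicate experiment are those of same-numbered samples.

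According to the study's methods and the submitters' processing notes, adaptors were removed with cutadapt, reads were mapped with Bowtie2 2.2.5 to the genome of strain DSM639, and peaks were called with findPeaks of HOMER 4.10. The lists were made by the authors from each single enriched sample against each single mock sample, without pooling. Per the file headers, a peak had to reach 4-fold over the mock sample and 4-fold over the surrounding 10 kb, with a Poisson p-value of 1e-04 in both cases, at a false discovery rate of 0.001. Peak windows were estimated per enriched sample and measured 234, 338 and 167 bp in samples 1, 2 and 3, with fragment length estimates of 234, 84 and 166 bp. The fixed window of each sample determines the listed interval, so that interval length is no measure of the width of binding, and tag counts of different enriched samples cover windows of different length. Of 1142, 626 and 1295 putative peaks in the 3 enriched samples, at most 0.799% were retained in any list. The caller considered at most 1234, 1474 and 1444 tags per bp.

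The deposited signal is a coverage value, tags per peak scaled by the authors to 10000000 tags per library. The deposited count columns hold whole tags of one library of each pair, the mock sample in 8 lists and the enriched sample in 1 list; the authors scaled the other library to that depth, and this scaled signal is not a count. The score column of the peak caller, as deposited, was not used further. The focus ratio is a deposited fraction, the part of tags on the side of the peak centre that their strand predicts for a single binding site. The deposited fold columns are ratios to the mock sample and to the local background, and a clonal fold that measures duplicate reads. The deposited p-values over mock and over local background were listed as 0 for all 30 peaks.

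The fold over mock was calculated here from the tag columns. It differed from the fold in the lists by at most 0.0048, which is rounding. The total tags of the enriched samples were read from the file headers. The totals of the mock samples were recovered from the ratio of scaled to unscaled tags, in lists whose peaks gave the same total within 0.0100%. This excluded the lists of enriched sample 3, in which the totals differed by up to 0.680%; the cause was not tested. Depth ranged from 21193407 to 32821638 tags. Exact Poisson 95% intervals were calculated for tag counts and cover counting error only.

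Peaks that overlapped by at least 1 bp were joined into regions by single linkage. For each region, the fold was averaged over mock samples within each enriched sample, and the mean and SD were taken over enriched samples. Enriched and mock samples were compared by an exact two-sided permutation test and the 2 strongest regions by an exact two-sided sign-flip test of their log2 ratio. The sum of squares of log2 fold over the 9 comparisons was divided between enriched samples, mock samples and the remainder. The rule for named genes was to name all regions if there were 25 or fewer, with the genes they overlap and the nearest gene on each side, to give full statistics for regions called in all 9 lists, and fold and number of lists for the others. This rule, the gene lists, the tests and most alternatives were fixed before the data were examined.

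Gene positions were taken from the RefSeq annotation of assembly ASM1228v1, whose chromosome carries the same name and version as in the lists. It held 2370 genes, of which 2259 had an older locus tag of the Saci series. The fixed lists hold the genes that the main text of the study names, not every gene it found changed or with a motif. All genes of these lists were found in it. Strand was not used, so that distances refer to gene boundaries and not to start codons. Where the direction of Saci_1851 matters, it rests on the operon order given by the study. The genome sequence was not used here, and the binding motif was not analysed here.

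The alternatives were stricter thresholds, other rules of overlap, leaving out each sample, same-numbered pairs only, other averages and backgrounds, a pseudocount of 1 tag, a linear scale, peak centres for gene context, and distances of 200 and 1000 bp. A further pair of rules for counting regions was added after seeing the data. The joining of peaks into regions, the mock totals and the folds were tested on simulated data with known totals and folds. The other calculations were not tested in this way. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.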

Results

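The genomic binding of YtrASa, a GntR family transcription regulator of the thermoacidophilic archaeon Sulfolobus acidocaldarius, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in strain SK-1. The immunoprecipitation with polyclonal antibodies against YtrASa was sequenced for 3 samples, called enriched samples 1 to 3. A further 3 mock samples gave the background. The methods describe these as prepared without the specific antibody. The 20 ml cultures were grown at 75 °C. The libraries of the enriched samples held 27479020, 32821638 and 32160096 tags, and those of mock samples 1 to 3 held 21193407, 26603676 and 30639767 tags. A tag is a mapped read position. Peaks had been called by the authors in each enriched sample against each mock sample, so that 9 comparisons were available.

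The first question was which genomic regions were enriched in every comparison. YtrASa-bound DNA was recovered at 2 regions in all 9 comparisons. The first lay at the boundary of Saci_2078, a gene for a putative membrane protein. The second lay at the boundary of Saci_1851, the ytrA gene itself, which the study places in an operon with Saci_1850, a gene for another putative membrane protein. The remaining 4 regions were called in 6, 3, 2 and 1 of the 9 comparisons. The lists held between 2 and 5 peaks each and 30 peaks in total, which merged into 6 regions when peaks that shared at least 1 bp were joined. Without enriched sample 3, the region inside Saci_0894 was also called in all remaining comparisons, giving 3 regions in place of 2.

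**Figure D1:**
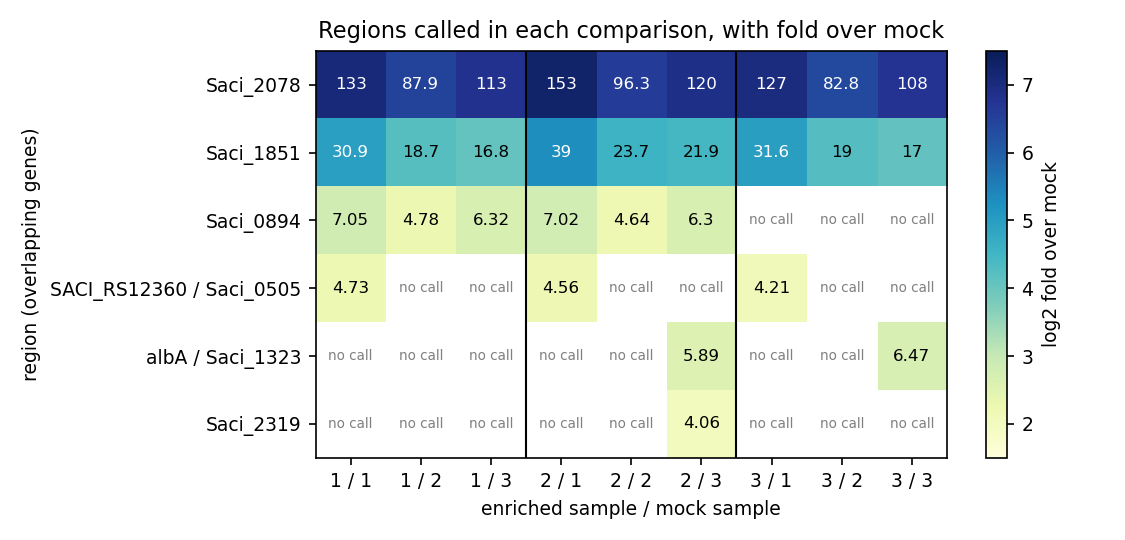
Heat map of the 6 regions (vertical axis, named by the genes they overlap) in the 9 comparisons (horizontal axis, enriched sample / mock sample), with the fold over mock printed in each cell and its log2 as colour. The regions at Saci_2078 and Saci_1851 were called in all 9 comparisons, with folds from 82.8 to 153.3 and from 16.8 to 39.0, whereas the other 4 regions lacked calls and stayed at or below 7.05.

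All positions refer to the single chromosome of the DSM639 reference genome (assembly ASM1228v1), of 2225959 bp. The region at Saci_2078 spanned positions 1897105 to 1897443. Its centre, at position 1897274, was identical in the 3 enriched samples. The centre fell between the end of Saci_2077 (1894943 to 1896865) and Saci_2078 (1897287 to 1897949), 13 bp before the boundary of the latter. The region at Saci_1851 spanned positions 1621783 to 1622121, with centres that differed by at most 3 bp between enriched samples. Its mean centre lay 7.33 bp beyond the higher-coordinate boundary of Saci_1851 (1621578 to 1621943), in the gap that ends at Saci_1852 (1622707 to 1623654). The neighbouring Saci_1850 (1620502 to 1621575) ended 207 bp from the region, on the other side of ytrA. Annotated genes covered 87.8% of the genome and 12.2% lay between genes. All 6 regions overlapped a gene by at least 1 bp, whereas the mean centre of only 2 of the 6, those in Saci_0894 and Saci_2319, lay inside a gene.

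**Figure D2:**
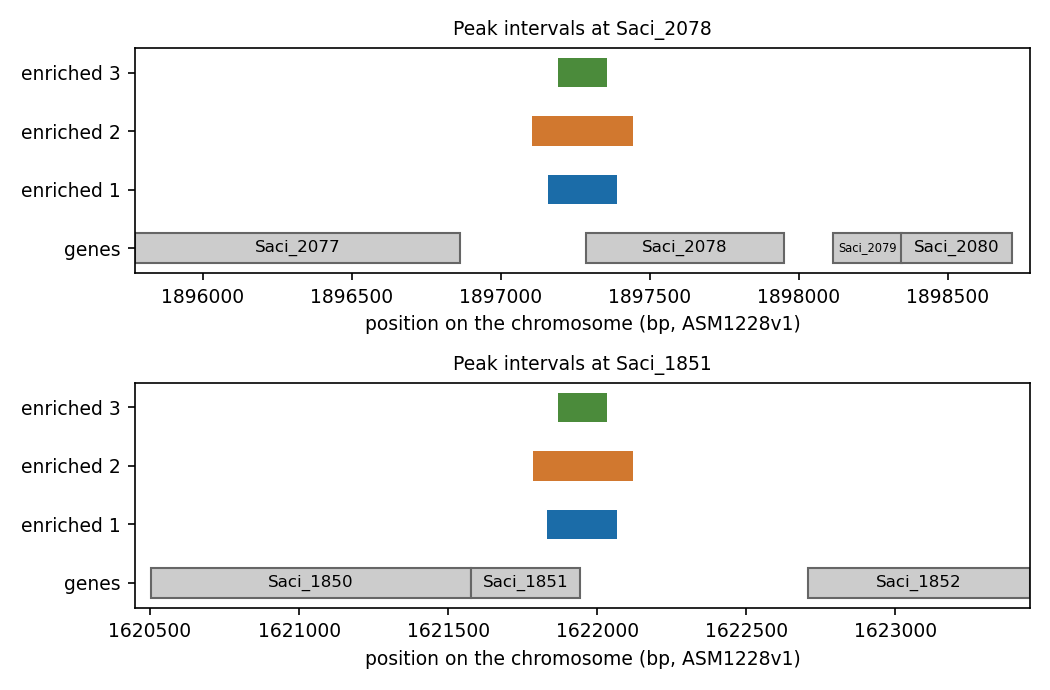
Maps of the regions at Saci_2078 (top) and Saci_1851 (bottom), with position in bp on the horizontal axis, annotated genes as grey boxes and the peak interval of each enriched sample as a coloured bar (its length is the window set by the peak caller for that sample). The intervals of all 3 enriched samples are centred in the gap next to the named gene and reach into it.

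The strength of enrichment was compared next. The region at Saci_2078 was enriched 113.5 ± 8.81-fold over mock (SD, n = 3 enriched samples, each averaged over the 3 mock samples). The values of enriched samples 1, 2 and 3 were 111.2, 123.2 and 106.0. The region at Saci_1851 was enriched 24.28 ± 3.40-fold (SD, n = 3), with 22.12, 28.20 and 22.54 in the 3 samples. Tag density at Saci_2078 was 378.8 ± 27.4 tags per bp, for a library normalized to 10000000 tags, in enriched samples (SD, n = 3) and 3.45 ± 0.761 in mock samples (SD, n = 3). At Saci_1851 it was 88.0 ± 11.0 in enriched samples (SD, n = 3) and 3.89 ± 1.14 in mock samples (SD, n = 3). Each enriched sample exceeded each mock sample at both regions. The exact two-sided permutation test gave p = 0.100 for either region, which is the smallest value that 3 against 3 samples allow. Since both regions were taken because they had passed the fold threshold in every comparison, this separation was fixed by the selection, and the test adds no independent evidence. The mock samples themselves held between 0.574 and 1.09 times the tags that an even distribution over the genome would give at the 2 regions. Enrichment over the surrounding 10 kb of the same enriched sample was lower, at 44.3 ± 11.0-fold (SD, n = 3) for Saci_2078 and 17.2 ± 2.34-fold (SD, n = 3) for Saci_1851.

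**Figure D3:**
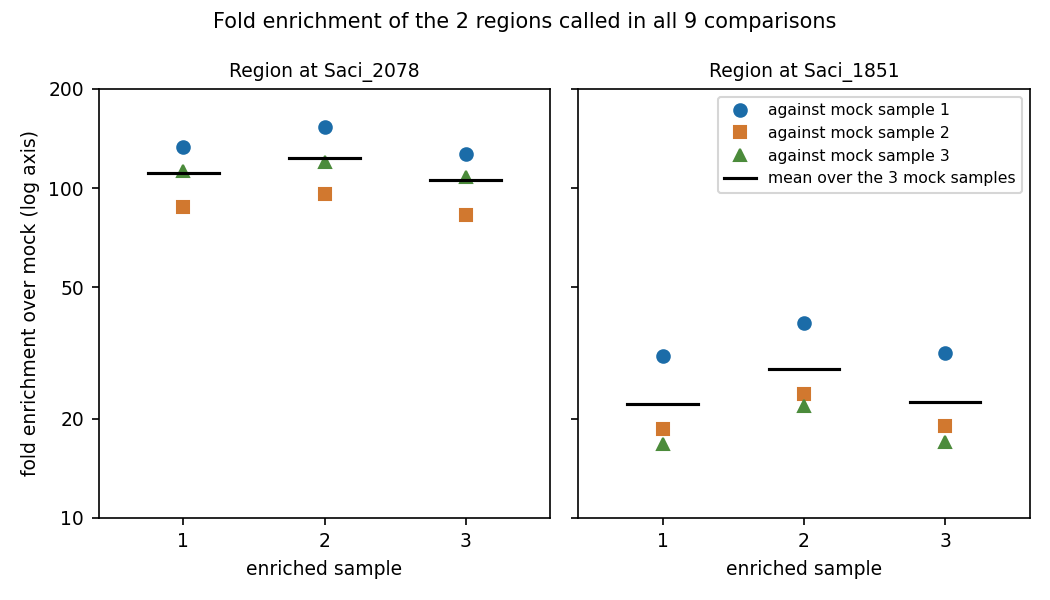
Fold enrichment over mock (log axis) at Saci_2078 (left) and Saci_1851 (right) for enriched samples 1 to 3, with one point per mock sample and a bar for their mean. The values against mock sample 1 lie highest in every enriched sample, and the means of 106.0 to 123.2 at Saci_2078 lie above those of 22.1 to 28.2 at Saci_1851.

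The 2 regions were compared within each library pair. The fold at Saci_2078 was higher than at Saci_1851 in 9 of 9 comparisons. The log2 ratio between them was 2.26 ± 0.11 (SD, n = 3), a 4.79-fold difference. The ratio was 5.14 in enriched sample 1, 4.44 in enriched sample 2 and 4.81 in enriched sample 3. It exceeded the spread between samples, although the exact two-sided sign-flip permutation test cannot fall below p = 0.25 with 3 samples, the value it gave. The ratio was 4.09 against mock sample 1, 4.37 against mock sample 2 and 6.16 against mock sample 3. Mock sample 3 held 1.43 times as many tags at Saci_1851 as at Saci_2078, whereas mock samples 1 and 2 held 0.947 and 1.01 times as many. From the tags of the enriched samples alone, without any mock, the ratio was 4.32. Enriched tags lay at 79.3 to 91.1 times an even distribution at Saci_2078 and at 17.8 to 22.4 times at Saci_1851. The caller considered at most 1234, 1474 and 1444 tags per bp in enriched samples 1, 2 and 3. Whether this limit lowered the counts at Saci_2078, and with them the fold and the ratio, was not tested. Against the local background, the log2 ratio was 1.34, in place of 2.26 over mock. The difference between the regions was thus smaller by this measure, by more than the SD of 0.11 between enriched samples.

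Over the 9 comparisons, the fold varied more with the mock sample than with the enriched sample at both regions. At Saci_2078, the fold was 138.0 ± 13.7 against mock sample 1, 89.0 ± 6.83 against mock sample 2 and 113.5 ± 6.03 against mock sample 3 (SD, n = 3 enriched samples each). At Saci_1851, the corresponding values were 33.8 ± 4.50, 20.5 ± 2.83 and 18.6 ± 2.86 (SD, n = 3 each). Differences between mock samples made up 88.9% of the sum of squares of log2 fold at Saci_2078 and differences between enriched samples 10.4%. At Saci_1851, these shares were 84.7% and 15.2%. At Saci_1851 this rested on mock sample 1, without which the mock share was 15.5%. The 9 comparisons consist of 6 libraries and do not represent 9 independent values.

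Counting error was small beside these differences. The peak at Saci_2078 in enriched sample 1 held 238496 tags, with an exact Poisson 95% interval of 237540 to 239455. Over all peaks, the interval of the enriched count extended at most 2.22% to either side, and that of the mock count between 2.68% and 6.46%. Such intervals cover counting error only, since reads amplified by PCR are not independent molecules. For enriched sample 3, the totals recovered from the tag columns differed by up to 0.680%. That is more than the 0.448% to either side of its enriched count at Saci_2078.

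Weaker enrichment was observed at the other 4 regions. The region in Saci_0894, whose product is annotated as hypothetical in the study, spanned positions 718232 to 718570 within the gene (717813 to 718904). It was called in enriched samples 1 and 2 against each mock sample, with a mean fold of 6.02 and a range of 4.64 to 7.05, and in no comparison of enriched sample 3. Its neighbours were Saci_0893, the thymidylate kinase gene tmk, and Saci_0895. A region at positions 419079 to 419417 reached into Saci_0505 (419324 to 419875) and into the pseudogene SACI_RS12360 (418892 to 419095), and its mean centre lay in the gap, 55.3 bp from Saci_0505. The nearest genes beyond them were Saci_0504 and Saci_0506. This region was called in all 3 enriched samples against mock sample 1, at 4.50 ± 0.265-fold (SD, n = 3), and in none against mock samples 2 and 3.

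A region at positions 1130367 to 1130705 overlapped albA (Saci_1322, 1130260 to 1130553), which encodes the chromatin protein Alba, and Saci_1323 (1130638 to 1130964). It was called against mock sample 3 only, in enriched sample 2 at 5.89-fold and in enriched sample 3 at 6.47-fold. Its centre lay inside albA in enriched sample 2 and between the genes in enriched sample 3. The neighbouring genes were rgy, the reverse gyrase gene, and Saci_1324. The last region, at positions 2165887 to 2166225 inside Saci_2319 (2165825 to 2166295) and between Saci_2318 and Saci_2320, was called once, in enriched sample 2 against mock sample 3, at 4.06-fold. The threshold of the peak caller was a fold of 4, so that these weaker regions lay near the detection limit of some comparisons. With a fold of at least 8 over mock or over the local background, only the regions at Saci_2078 and Saci_1851 were left.

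Finally, genes named in the main text of the study were inspected for a region within the gene or within 500 bp of either boundary. The 3 targets Saci_2078, Saci_1851 and Saci_1850 all had one, the last through the region next to ytrA. Saci_1073 and Saci_1554, named there for a matching motif that covers the start codon, had no region, and the nearest was 157283 bp away. The study tested both sites, and reports no high-affinity binding in vitro and none in vivo by ChIP-qPCR. Further genes with predicted motifs were not analysed here. Another 9 genes were named there as changed on overexpression of ytrA, or in an operon with such a gene (Saci_0484, Saci_1202, Saci_2230 to Saci_2233 and Saci_2293 to Saci_2295). Of these 9, 0 had a region, and the closest distance among them was 13754 bp, for Saci_0484. The list is partial, since the study found further genes changed. Saci_2079, one of them, was considered only after its position was seen. It lay 671 bp from the region at Saci_2078, on the far side of Saci_2078. Of the 4 genes listed for enrichment in part of the replicates, 3 had a region, namely Saci_0894, Saci_0505 and Saci_1323. The list holds both Saci_0884, the name in the study's text, and Saci_0894, the name in its summary, for what appears to be the same target. The region nearest to Saci_0884 was 7000 bp away. The reference gene Saci_1336 also had none, with 9204 bp to the nearest region. In total, 13 of the listed genes lacked a region, Saci_0884 included. With 6 regions among 2370 annotated genes, most genes of any short list would lack one, so these absences carry little weight. The targets and the genes of partial enrichment were chosen by the study on these same samples, and their counts are not independent evidence. An absent call means that the thresholds were not passed, not that binding was absent.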

Values the study reported

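The study reported average fold enrichments of 24.3 for the peak upstream of the ytrA operon and 113.5 for the peak upstream of Saci_2078.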

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

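Of 99 alternative values, 79 stayed within the spread between samples, within 1.5 times a count, or on the same side of the test, and 20 moved; none reversed. The number of regions called in all comparisons was 2 under stricter thresholds, other overlap rules and same-numbered pairs. It ranged from 2 to 3 when single samples were left out, with 3 without enriched sample 3, because the region in Saci_0894 then qualifies. By either rule added after seeing the data (all enriched samples against at least 1 mock, or all mocks in at least 1 enriched sample) it was 3, with Saci_0505 or Saci_0894 as the additional region. The p-value alternative removed no peak and tests nothing. Leaving out a sample without a call at a region repeats the main fold of that region, which tests nothing either. The tally of 79 is therefore no measure of robustness.

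Against the local background the fold was 44.34 at Saci_2078 and 17.24 at Saci_1851; the cause was not tested. Leaving out single samples gave 101.3 to 125.7 at Saci_2078 and 19.51 to 27.15 at Saci_1851, with extremes set by the mock left out. The log2 ratio between them lay between 1.34 (local background) and 2.37 and was positive throughout. The mock share of the spread ranged from 69.5% to 98.0% at Saci_2078 and from 15.5% (without mock sample 1) to 99.9% at Saci_1851. By peak centre, 2 of 6 regions lay in a gene instead of 6. Of the listed genes, 14 lacked a region within 200 bp (Saci_1850 was lost) and 13 within 1000 bp; Saci_2079, which is not in the lists, would have one within 1000 bp but not within 500 bp.

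The folds that the study lists per replicate experiment are those of same-numbered samples, but whether these share a culture is not stated, and 2 shared regions are too few to check it. As a replicate block, the 3 lists of same-numbered samples gave 2 regions, folds of 112.5 and 23.88 and a log2 ratio of 2.27. The effect of depth was not tested. The calls at Saci_0505 in enriched sample 3 and at Saci_2319 lay closer to the fold threshold than the counting error of the mock tags (5.63% and 2.87%). The search for a shared sequence and its mismatch alternatives were not run.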

Other observations

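All tests in this part were chosen after the result was seen. The region at Saci_0505 was called against mock sample 1 in all 3 enriched samples and against no other mock. Since the local and false discovery criteria do not involve the mock, the missing calls mean that mock samples 2 and 3 held at least 1.04 to 1.18 times the level of mock sample 1 there, depending on the enriched sample. Mock sample 1 was the lowest of the 3 mocks at each of the 3 regions called against all mocks, and the lowest other mock held 1.21 times its level at Saci_2078, 1.66 times at Saci_1851 and 1.12 times at Saci_0894. For the calls missing against mock sample 2, a generally low mock sample 1 would be enough. Mock sample 2 held 1.55, 1.66 and 1.49 times the level of mock sample 1 at these regions, above the 1.18 required at most. The level at Saci_0505 itself was not measured, so the cause is not shown. For those missing against mock sample 3 it stays open. The ratio of 1.12 at Saci_0894 belongs to mock sample 3. It meets the 1.04 that enriched sample 3 requires but not the 1.18 and 1.14 that enriched samples 1 and 2 require. No biological explanation was tested with the lists, and the study states that its targeted ChIP-qPCR did not bear out enrichment at the Saci_0505 and Saci_1323 targets.

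The region at albA and Saci_1323 went the other way, as it was called against mock sample 3 only. For enriched samples 2 and 3, mock samples 1 and 2 must have held at least 1.47 and 1.61 times the level of mock sample 3 there. For the calls missing against mock sample 1, a generally low mock sample 3 is argued against, because mock sample 3 lay above mock sample 1 at all 3 regions called against every mock, at 1.12 times its level or more. For those missing against mock sample 2 it stays open, as mock sample 2 held 1.28 times the level of mock sample 3 at Saci_2078, 0.906 times at Saci_1851 and 1.34 times at Saci_0894, all below the required factor but not in one direction. The bound places mock samples 1 and 2 at no less than 1.79 times an even distribution in the window of enriched sample 3, whereas at those 3 regions mock sample 1 lay at 0.574 to 0.881 times and mock sample 2 at 0.940 to 1.33 times. A local excess of DNA around albA in mock samples 1 and 2 is a hypothesis whose source was not tested, and the absence of a call in enriched sample 1 against mock sample 3 is not addressed by it.

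The region in Saci_0894 was missing from enriched sample 3. In enriched samples 1 and 2, its fold was at least 4.64 against each mock; a fold above 4 is a condition of the call, so this does not test the part of the mock level. A weaker contrast with the surrounding 10 kb could not be decided. In enriched sample 3, the local filter removed 1, 4 and 6 putative peaks in the lists against mock samples 1, 2 and 3. It removed 1 in each list of enriched sample 1, and 0, 2 and 2 in those of enriched sample 2. Which peaks were removed is not listed. Scaling the local fold of Saci_0894 by the ratio of enriched sample 3 to samples 1 and 2 gave 3.32 with the ratio at Saci_2078, 4.46 with that at Saci_1851 and 5.36 with that at Saci_0505, on both sides of the required 4. A difference in binding between cultures was not tested with the lists. The study states that ChIP-qPCR did not bear out enrichment at the partly enriched target that its text calls Saci_0884 and its primer list Saci_0894.

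The regions called against mock sample 3 only also had the lowest focus ratios. Those at albA and Saci_2319 were 0.670 and 0.646 in enriched sample 2, where the other regions lay between 0.833 and 0.931. In enriched sample 3, the region at albA had 0.617, and the other regions lay between 0.722 and 0.756.

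The intervals centred at 1897274 and near 1621950.3 lie next to Saci_2078 and Saci_1851, respectively, in the annotation used here. The study's text assigns its peaks in the same way, whereas its summary of intervals lists the 2 genes in the opposite order. Its text names Saci_0884 for a partly enriched region, and its summary names Saci_0894. The lists held a region in Saci_0894, whereas the region nearest to Saci_0884 was 7000 bp away from it.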
